A study of Mus musculus with 2 samples.

How the data were processed

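Single-cell RNA sequencing was performed on skeletal muscle tissue of mouse limbs at embryonic days 12.5 (E12.5) and 15.5 (E15.5), with 1 library per age. Per the labels, the embryos were wild-type C57Bl/6, forelimbs and hindlimbs went into the same library, and tissue was broken up mechanically and with trypsin. Droplet libraries were made with the 10x Chromium 3-prime v3.1 kit from 20000 input cells each, aiming at 10000 captured cells, and were sequenced on a NextSeq 2000, per the labels. The number and sex of the pooled embryos are not stated in the labels.

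The deposited matrices hold raw UMI counts per gene and cell barcode, written by Cell Ranger 4.0.0 per the file headers. A UMI (unique molecular identifier) marks an RNA molecule captured in a droplet, so that copies made by PCR are counted once. The authors' genome build, annotation release and settings for telling cells from empty droplets are not stated. In the deposited counts the lowest barcode total was 500 UMIs in both libraries, and each matrix listed 32285 genes. No cell annotation of the authors was used here, so that cell classes were rebuilt from the counts. Gene positions come from a match of the Ensembl gene identifiers to the GENCODE vM21 annotation of mouse genome build GRCm38, in which 32235 of the 32285 identifiers were found and 31502 also had the same symbol.

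Cells were kept if they had at least 500 detected genes and under 10% mitochondrial UMIs. At E12.5, 604 of 12941 barcodes were under the gene minimum and 166 were at or over the mitochondrial limit. At E15.5 these numbers were 1376 and 644 of 5780 barcodes. Doublets, droplets with more than 1 cell, were scored in each library as Scrublet does, by the share of simulated doublets among each cell's nearest neighbours, reimplemented with exact neighbours and 2 simulated doublets per cell. The cells with the highest scores were removed, up to the share expected at 0.8% per 1000 deposited cells. This removed 1270 cells (10.3%) at E12.5 and 190 cells (4.63%) at E15.5, leaving 11001 and 3916 cells. The automatic score threshold marked 7 cells (0.0570%) at E12.5 and 2 cells (0.0487%) at E15.5, too few for it to have worked, and was kept as an alternative only.

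Each library was clustered on its own. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were scaled and limited to a value of 10, and 30 principal components were computed. Cells were linked to 15 nearest neighbours with Jaccard weights, and clusters were found with the Leiden method at resolution 1.0 and seed 0. The 25 proliferation genes, the 12 myogenic genes, the 4 fibroblast genes, the limb identity genes, Xist and 4 Y-linked genes (Ddx3y, Eif2s3y, Uty, Kdm5d) were left out of the variable genes of the clustering. The doublet score was computed without leaving out any of them. Genes that vary with them stayed in the clustering, and a cluster of 887 cells at E12.5 was still led by Cenpf, a proliferation gene. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, scikit-image 0.26.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

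Clusters were named from marker lists of 13 cell classes. A cluster took a class name if at least 3 markers of that class were at least 2-fold higher than in the other cells and detected in at least 10% of the cluster's cells, and at least 1 was among its top 10 genes by fold (with 10 CPM added to both sides). Where several classes had markers among the top 10 genes, the class with the most took the name. Clusters left over were named connective tissue if at least 3 connective tissue markers were at least 2-fold higher than in the pooled cells of the muscle-lineage, endothelial, immune, erythroid, Schwann, epithelial, mural and melanocyte classes, and no other class had more markers among the top 10 genes. Shallow clusters, with a median UMI count under 1/3 of their library's and no marker of their class among the top 10 genes, stayed unnamed. The markers were fixed before the data were examined, but this naming rule was set after seeing the clusters, and it left 17.3% of cells at E12.5 and 29.4% at E15.5 without a name.

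Raw UMIs were summed over the cells of a class in each library and expressed as CPM, the usual scaling of a gene's UMIs to a fixed total per class. With 1 library per age there were no replicates. No test between ages was made, and values of both libraries are given with 95% intervals that cover counting error only. Shares of cells have exact binomial (Clopper-Pearson) intervals, CPM values have exact Poisson intervals, log2 ratios (E15.5 over E12.5) have the exact conditional interval from the UMI counts, and differences between shares have Newcombe's interval. For a count of 0, the limit given is 3 counts of the total. To compare shares of cells with a UMI of a gene, each cell was thinned at random to 2000 UMIs and shallower cells were left out. For a gene list, the percentile of its median log2 ratio among 10000 random lists of the same size was computed, matched on mean expression in 20 bins. Sex was read from each cell's UMIs: male with a Y-linked UMI and no Xist, female with Xist and no Y-linked UMI.

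The genes named in the text are the fixed panels and lists and, in the muscle and the connective tissue class, the 5 genes with the highest and the 5 with the lowest log2 ratio of CPM + 1 among genes with at least 100 UMIs and 50 CPM in a library of the class and the same sign in male and female cells. Mitochondrial, ribosomal protein, haemoglobin, Xist, Y-linked and marker genes were left out of this choice. Other genes named here, such as Gm42418, the leading genes of unnamed clusters and the hindlimb genes Hoxc10 and Hoxc11, were chosen after values had been seen.

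Total-count scaling moved the median gene. Among genes with at least 100 UMIs in both libraries, the median log2 ratio was -0.35 in the muscle class and -0.30 in the connective tissue class. Ratios are given after total-count scaling and, where the direction differs, also relative to this median.

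The ratio, interval and naming steps were tested on simulated counts drawn from the real class profiles with 200 changed genes. For the muscle class the true ratio lay in the 95% interval for 95.5% of 6562 genes, all 10 genes picked by the naming rule were changed ones, and all 200 had the right direction. For the connective tissue class the true ratio lay in the interval for 95.5% of 10587 genes, with 10 of 10 named genes changed. These simulations had counting error only, without variation between cells or embryos, and left out the same-sign condition between the sexes. They test the calculation, not whether the genes named from the real data differ with age. For thinning, a gene simulated at the same level was seen in 20.8% and 16.9% of thinned cells at the muscle class depths of E12.5 and E15.5, against 18.1% true and 35.6% and 74.4% without thinning. Of 100 simulated unchanged lists of 25 genes over 7532 genes, 7 fell in the outer 5% of the percentiles, and of 100 lists raised by 1 on the log2 scale, 100 fell above the upper limit.

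The following choices were varied 1 at a time: no filter on genes and mitochondrial UMIs, a minimum of 1000 genes, no doublet removal, the automatic doublet threshold, resolution 0.5 and 2.0, clustering of both libraries together, 4000 variable genes, the panel genes kept among the variable genes, male or female cells only, other scalings, thinning to 1000 or 4000 UMIs or not at all, pseudocounts of 0.1 and 10 CPM, and no minimum on UMIs or CPM. These alternatives, the cell filters, the panels and the rule for named genes were set before the data were examined. Clustering with the named genes left out, and limb genes summed over the connective tissue, tenocyte, chondrocyte and unnamed clusters together, were added after seeing the data.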

Results

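The data are UMI counts of 2 single-cell libraries from mouse limb muscle tissue, 1 at E12.5 and 1 at E15.5. These ages lie on either side of the change from embryonic to foetal myogenesis, the periods in which primary and secondary muscle fibres form. The E12.5 library held 12941 barcodes with 34907675 UMIs, a median of 2384 UMIs and 1408 genes per barcode. The E15.5 library held 5780 barcodes with 46966083 UMIs, a median of 7332.5 UMIs and 2592 genes. After filtering, the median was 2321 UMIs in 11001 cells at E12.5 and 9325.5 UMIs in 3916 cells at E15.5. Ribosomal protein genes took 12.9% of the deposited UMIs at E12.5 and 20.1% at E15.5, haemoglobin genes 0.411% and 2.62%, and mitochondrial genes 3.16% and 4.11%. There were no replicates at either age, so the differences below have no replicate check, and all intervals are 95% intervals that cover counting error only.

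The question behind the class comparison is which cells the dissected limb muscle tissue held at each age. Clustering gave 26 clusters at E12.5 and 30 at E15.5. The connective tissue-like class was the most abundant in both libraries, with 7198 cells (65.4%, interval 64.5 to 66.3) at E12.5 and 1623 cells (41.4%, 39.9 to 43.0) at E15.5, a difference of -24.0 percentage points (-25.8 to -22.2). This difference depended on the clustering, and was 11.8 points, in the other direction, when both libraries were clustered together. Chondrocyte-like cells made up 9.67% (9.13 to 10.2) at E12.5 and 4.67% (4.03 to 5.38) at E15.5, but 9.40% (8.86 to 9.96) and 14.2% (13.1 to 15.4) at resolution 0.5, and 19.9% (19.1 to 20.6) and 16.2% (15.1 to 17.4) with no doublets removed. No order between the ages is read for this class. Endothelial-like cells made up 1.21% (1.01 to 1.43) and 3.91% (3.32 to 4.56), and immune-like cells 0.255% (0.169 to 0.368) and 1.48% (1.13 to 1.91). In a clustering with doublets left in, 38 of 65 immune-like cells at E12.5 and 21 of 104 at E15.5 were among the cells removed as doublets, so that the immune-like shares depend on this step. They also count named clusters only, and are not the whole immune content of the libraries. Erythroid-like cells made up 0.418% (0.306 to 0.557) and 0.460% (0.273 to 0.725), a difference within the counting error. With 4000 variable genes the erythroid-like share at E15.5 was 8.58% (7.72 to 9.50), so that it too depended on the clustering. It also depended on the cell filter. The shares were 0.733% (0.586 to 0.905) at E12.5 and 4.72% (4.17 to 5.31) at E15.5 with all deposited cells. With at least 1000 genes they were 0.273% (0.177 to 0.403) and 2.67% (2.17 to 3.25). Under the other settings the E15.5 share lay between 0.434% and 0.460%.

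Tenocyte-like (3.70%), Schwann-like (2.09%), mural-like (1.81%) and melanocyte-like (0.281%) clusters were found at E15.5 only in the main clustering. Such cells inside other clusters at E12.5 would not be counted, and a cluster of 43 Schwann-like cells (0.470%, 0.340 to 0.632) was named there with a minimum of 1000 genes. An unnamed cluster of 787 cells at E12.5 had the tenocyte markers Thbs4 and Mkx and the forelimb gene Tbx5 among its leading genes. At resolution 2.0, 3.88% (3.53 to 4.26) of the cells at E12.5 and 3.73% (3.16 to 4.37) at E15.5 were tenocyte-like, so that the tenocyte-like shares of the ages are not compared. At E12.5 an epithelial-like cluster of 32 cells (0.291%) also had Sox10, a Schwann marker, among its leading genes, and the epithelial-like cluster at E15.5 held 22 cells (0.562%). No osteoblast-like or neuron-like cluster was named. Unnamed clusters held 1905 cells (17.3%, 16.6 to 18.0) at E12.5 and 1152 cells (29.4%, 28.0 to 30.9) at E15.5. At E15.5 they included a cluster of 70 cells led by Cma1, Cpa3 and Tpsb2 and a cluster of 219 cells led by Gm42418 with a median of 1310 UMIs. Another unnamed cluster of 25 cells was led by S100a9 and S100a8. S100a9 was also a leading gene of the immune-like cluster at E12.5, and S100a8 of an immune-like cluster at E15.5. Any immune cells in the unnamed clusters are missing from the immune-like share.

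**Figure D1:**
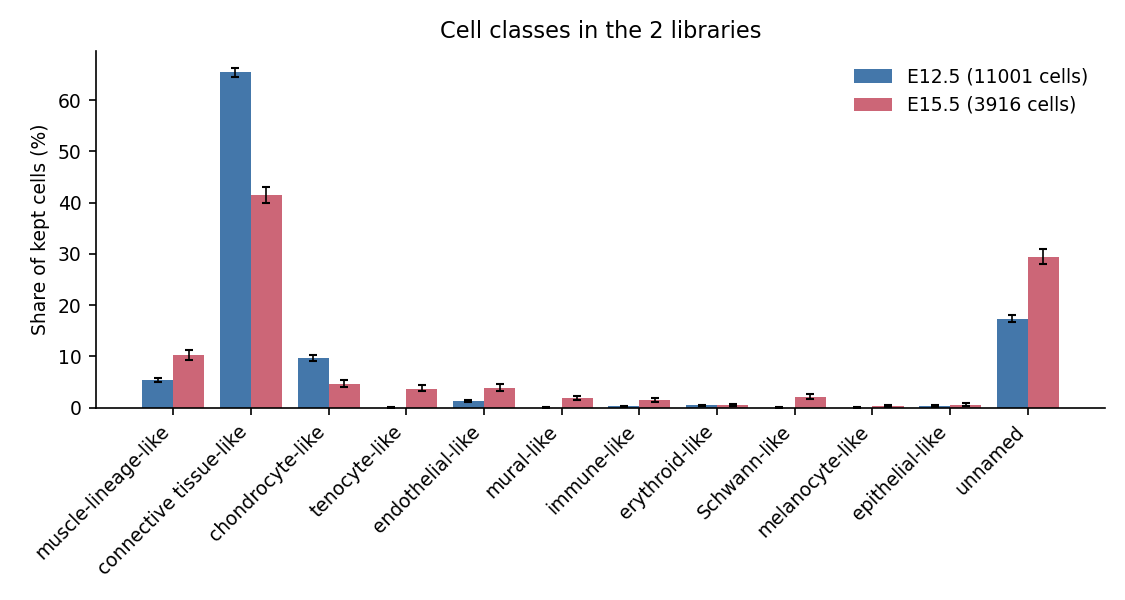
Share of kept cells (%) in each cell class at E12.5 (blue, 11001 cells) and E15.5 (red, 3916 cells), with exact 95% binomial intervals as error bars. The muscle-lineage-like share was 5.41% at E12.5 and 10.2% at E15.5, and unnamed clusters held 17.3% and 29.4% of the cells.

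The muscle-lineage-like class, called the muscle class from here on, held 595 cells at E12.5 and 398 at E15.5, in 3 clusters at each age. Its share was 5.41% (4.99 to 5.85) at E12.5 and 10.2% (9.23 to 11.2) at E15.5, a difference of 4.75 percentage points (3.75 to 5.82). The share was higher at E15.5 under all 11 alternatives, from 1.45 points in male cells, where the interval (-0.950 to 4.13) included 0, to 7.16 points at resolution 2.0. The median depth of the class was 3751 UMIs per cell at E12.5 and 14272 at E15.5, and its summed counts were 2451698 and 6174087 UMIs.

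Whether the cells of the muscle and connective tissue classes differed in proliferation between the ages was examined with a fixed list of 25 cell cycle and DNA replication genes. In the muscle class the list summed to 4091 CPM (4011 to 4171) at E12.5 and 4277 CPM (4225 to 4329) at E15.5, a log2 ratio of 0.064 (0.031 to 0.097). The median of the 25 gene ratios was 0.11 and lay at percentile 97.2 of random lists matched on expression, and 10 of the 25 genes were lower at E15.5, or 3 relative to the median gene. This median was near the upper end of the middle 95% of random lists (-0.52 to 0.12), but inside it. The muscle ratio was 0.41 after scaling to the median gene, and -0.25 (-0.32 to -0.17) in male cells, the only alternative that changed its direction. In the connective tissue class the list fell from 4381 CPM (4350 to 4412) to 2585 CPM (2560 to 2610), a log2 ratio of -0.76 (-0.78 to -0.74). Its median gene ratio of -0.63 lay at percentile 2.88 of random lists, and 22 of the 25 genes were lower at E15.5, or 16 relative to the median gene. The median gene ratio of the list was near the lower end of the middle 95% of random lists (-0.64 to 0.096), but inside it. The connective ratio stayed below 0 under all 13 alternatives, from -0.90 to -0.38, and was -0.46 after scaling to the median gene.

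**Figure D2:**
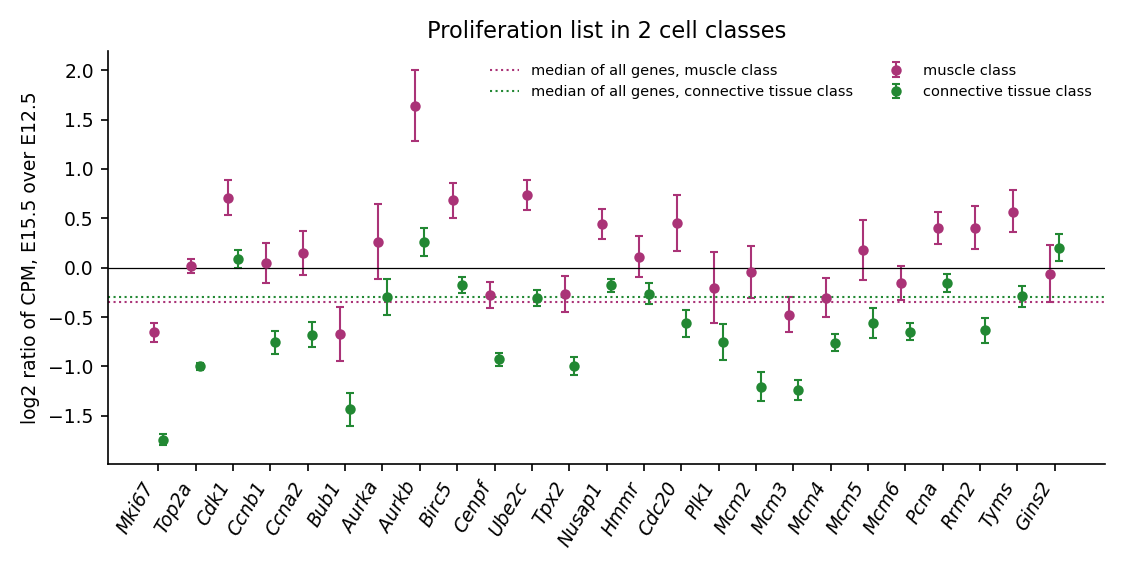
Log2 ratio of CPM (E15.5 over E12.5) for each of the 25 proliferation genes in the muscle class (purple) and the connective tissue class (green), with exact 95% counting intervals as error bars. Dotted lines mark the median ratio of all genes, -0.35 in the muscle class and -0.30 in the connective tissue class, and 10 genes in the muscle class and 22 in the connective tissue class lie below 0, or 3 and 16 below the dotted lines, while the summed list kept its direction after scaling to the median gene (0.41 and -0.46).

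The state of the muscle class was read from 12 myogenic genes that had been kept out of the clustering. Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528, GRCm38, minus strand), which marks muscle progenitors, was at 118 CPM (105 to 133) at E12.5 and 115 CPM (107 to 124) at E15.5. Its log2 ratio of -0.041 (-0.24 to 0.16) was within the counting error, and became 0.31 relative to the median gene. After thinning to 2000 UMIs, which left out 48 cells at E12.5 and 7 at E15.5, Pax7 was seen in 19.9% (16.7 to 23.5) of muscle cells at E12.5 and 18.9% (15.2 to 23.2) at E15.5. The difference of -1.001 percentage points (-6.04 to 4.22) was not detectable at this depth. Without thinning the shares were 32.4% and 62.3%, since cells were deeper at E15.5. In thinned endothelial cells, with median depths of 3912 and 10777 UMIs, Pax7 was seen in 0 of 118 cells at E12.5, which allows up to 2.54%, and in 0.758% (0.0192 to 4.15) at E15.5.

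Myod1 fell from 144 CPM (130 to 160) to 99.8 CPM (92.0 to 108), a log2 ratio of -0.53 (-0.72 to -0.34), or -0.18 relative to the median gene. The thinned share of Myod1-positive cells was 22.7% (19.2 to 26.4) at E12.5 and 17.1% (13.5 to 21.2) at E15.5, with 34.6% and 48.5% before thinning. Myog, a gene of differentiating myoblasts, was at 456 CPM (430 to 484) and 550 CPM (532 to 569), a ratio of 0.27 (0.17 to 0.37). The thinned share of Myog-positive cells moved the other way, from 36.7% (32.7 to 40.9) to 30.7% (26.2 to 35.5), so no order was read from it. It was 43.0% and 41.5% before thinning. In thinned endothelial cells, Myod1 was seen in 0 of 118 cells at E12.5 and 0 of 132 at E15.5, which allows up to 2.54% and 2.27%, and Myog in 0.847% and 1.52%. Of the 2 genes of the fusion machinery, Mymk had a ratio of -0.56 (-0.76 to -0.36) and Mymx one of 0.82 (0.63 to 1.01).

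The contractile and metabolic genes did not all move in the same direction. Clusters led by Myog and by Myl4 held 156 and 49 of the 595 muscle cells at E12.5. At E15.5 a cluster led by Mylpf and Myl1 held 88 of 398. Apart from Nfix, the panel genes were not set against this mix, so it stays a possible cause of their changes. Embryonic myosin Myh3 (chromosome 11, 67078300 to 67102291) fell from 968 CPM (929 to 1008) to 241 CPM (229 to 253), a log2 ratio of -2.01 (-2.10 to -1.91). Slow myosin Myh7 (chromosome 14, 54970684 to 54994626) had 171 UMIs at E12.5 and 19 at E15.5, a ratio of -4.50 (-5.27 to -3.82). Muscle creatine kinase Ckm (chromosome 7, 19404776 to 19422841) rose from 4 UMIs to 339, or from 1.63 CPM (0.445 to 4.18) to 54.9 CPM (49.2 to 61.1), a ratio of 5.07 (3.70 to 6.96). Acta1 had a ratio of 0.29 (0.16 to 0.41). Eno3 was within the counting error at 0.047 (-0.24 to 0.34), and neonatal myosin Myh8 was at -0.23 (-0.45 to -0.0070), which became 0.12 relative to the median gene. The directions of Myod1, Myog, Mymk, Mymx, Myh3, Myh7, Nfix, Ckm and Acta1 were the same relative to the median gene. Pax7, Eno3 and Acta1 differed in direction between the sexes, with Acta1 at -1.09 in male and 0.24 in female cells.

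**Figure D3:**
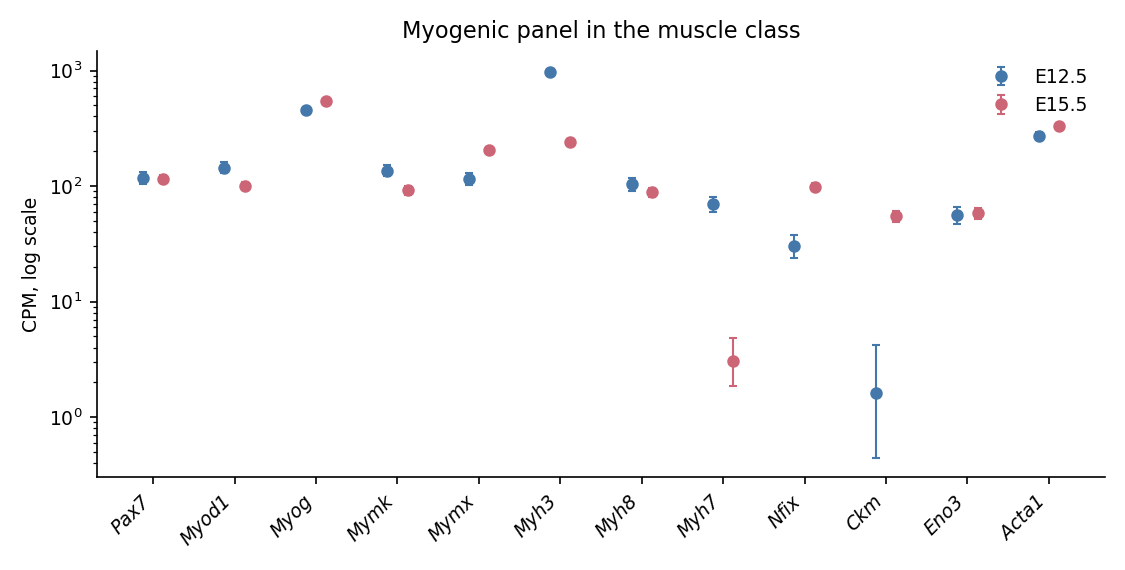
CPM (log scale) of the 12 myogenic genes in the muscle class at E12.5 (blue) and E15.5 (red), with exact 95% Poisson intervals as error bars. Ckm and Nfix lie higher at E15.5, at 54.9 and 98.2 CPM against 1.63 and 30.2, and Myh3 and Myh7 lie lower, at 241 and 3.08 CPM against 968 and 69.7, while Pax7 and Myh8 change direction relative to the median gene.

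Nfix (ENSMUSG00000001911, chromosome 8, 84699876 to 84800344, GRCm38, minus strand) encodes a regulator of the change from embryonic to foetal myogenesis, and the comparison asked whether its level differed across that change. In the muscle class it rose from 30.2 CPM (23.7 to 37.9), from 74 UMIs, to 98.2 CPM (90.5 to 106), from 606 UMIs, a log2 ratio of 1.70 (1.35 to 2.07). The ratio was above 0 under all 13 alternatives, from 1.25 with no doublets removed to 2.05 after scaling to the median gene. Thinned shares of Nfix-positive muscle cells were 6.22% (4.34 to 8.58) and 13.8% (10.5 to 17.6), and 10.6% and 68.8% without thinning. In thinned endothelial cells the shares were 0 of 118, which allows up to 2.54%, and 3.03% (0.832 to 7.58). Nfix also rose in the connective tissue class, from 139 CPM (133 to 144) to 321 CPM (312 to 330), a ratio of 1.21 (1.14 to 1.28).

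Whether muscle cells also carried transcripts of connective tissue was examined with Prrx1, Pdgfra, Osr1 and Twist2, which were left out of clustering and naming. After thinning, at least 1 UMI of these genes was seen in 16.3% (13.3 to 19.6) of muscle cells at E12.5 and in 2.81% (1.41 to 4.98) at E15.5, a difference of -13.5 percentage points (-17.0 to -9.88). At E12.5 the share was 11.9% (6.64 to 19.1) in endothelial cells and 26.9% (11.6 to 47.8) in immune cells, at median depths of 3912 and 4371.5 UMIs against 3751 in the muscle class. At E15.5 it was 3.79% (1.24 to 8.62) in endothelial and 3.45% (0.420 to 11.9) in immune cells. The immune class at E12.5 lost many cells as doublets and is not a clean measure of free RNA. The muscle share lay within the endothelial interval at both ages, so it is not read as expression, nor the difference between the ages as one in expression. With no doublets removed the difference was -18.5 points. Unthinned shares in the muscle class were 28.4% and 15.8%. In the connective tissue class itself the thinned share was 88.2% (87.2 to 89.1) at E12.5 and 65.4% (63.0 to 67.7) at E15.5. Thinning left out 2792 of 7198 connective cells at E12.5 and 9 of 1623 at E15.5. Unthinned shares moved the other way, from 86.8% to 94.5%, so no order between the ages is read for this share. In CPM over all cells of the class the genes differed. Prrx1 and Pdgfra fell, with log2 ratios of -1.58 and -1.31, and Osr1 rose by 0.64. Twist2 was within the counting error at 0.14 (-0.0072 to 0.29).

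**Figure D4:**
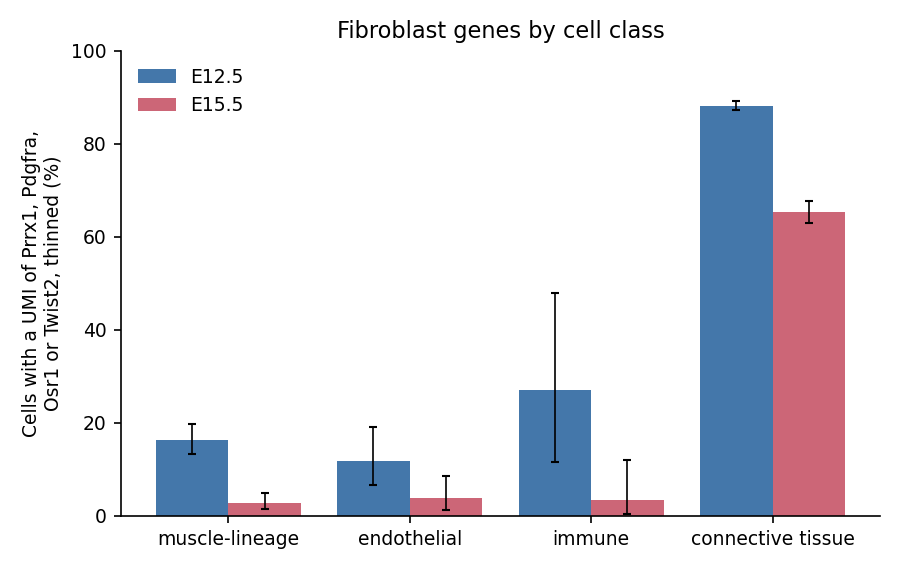
Share of cells (%) with at least 1 UMI of Prrx1, Pdgfra, Osr1 or Twist2 after thinning to 2000 UMIs, by cell class at E12.5 (blue) and E15.5 (red), with exact 95% binomial intervals as error bars. The muscle class (16.3% and 2.81%) lies within the intervals of the endothelial class (6.64 to 19.1 and 1.24 to 8.62).

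Because each library mixed forelimbs and hindlimbs, the balance of the 2 was read from the forelimb gene Tbx5 (chromosome 5, 119832668 to 119885219) and the hindlimb gene Tbx4 (chromosome 11, 85886422 to 85916097) in the connective tissue class. The log2 ratio of Tbx5 to Tbx4 UMIs was 0.29 (0.18 to 0.40) at E12.5, from 1438 and 1175 UMIs, and 0.18 (-0.067 to 0.43) at E15.5, from 286 and 252 UMIs. The difference of -0.11 (-0.38 to 0.17) was not detectable in this class at this depth. The class leaves out the unnamed cluster led by Thbs4 at E12.5, which held 408 Tbx5 and 76 Tbx4 UMIs. Over the connective tissue, tenocyte, chondrocyte and unnamed clusters together, a choice made after seeing the data, the ratio was 0.63 at E12.5 and -0.072 at E15.5, a difference of -0.71 (-0.92 to -0.49). Against Pitx1, another hindlimb gene, the log2 ratio of Tbx5 in the connective tissue class was -1.98 (-2.06 to -1.89) at E12.5 and -2.83 (-3.01 to -2.65) at E15.5, a difference of -0.85 (-1.05 to -0.65). Each of these genes was lower at E15.5 in this class, with log2 ratios of -2.18 for Tbx5, -2.07 for Tbx4 and -1.33 for Pitx1. Differences between the ages in these ratios thus cannot separate the balance of limbs from changes in expression. The sign of the Tbx5 to Tbx4 difference depended on the setting, and it ranged from -2.25 in male cells to 0.89 with 4000 variable genes. At E12.5 the ratio was 1.80 (1.44 to 2.17) in male cells and -0.16 (-0.31 to -0.021) in female cells, and at E15.5 it was -0.45 (-1.10 to 0.18) and 0.44 (0.14 to 0.73). The male minus female difference was 1.97 (1.58 to 2.37) at E12.5 and -0.89 (-1.60 to -0.18) at E15.5.

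The genes with the most extreme ratios were named by a fixed rule. In the muscle class, Ckm, Agtr2, Mt1 and Crip1 were among the 5 genes with the highest ratios. Agtr2 (chromosome X, 21484544 to 21489164) rose from 2.86 CPM (1.15 to 5.88) to 66.9 CPM (60.6 to 73.7), a log2 ratio of 4.55 (3.49 to 5.87). Mt1 and Crip1 rose from 5.30 CPM (2.82 to 9.07) each to 95.4 CPM (87.8 to 103) and 92.6 CPM (85.2 to 101). The rises of Agtr2, Mt1 and Crip1 were not set against a background class. Nppc, a leading gene of an unnamed cluster at E15.5, also rose in the muscle class, from 0 to 192 UMIs. Free RNA or doublets are thus not excluded for these rises. Fst (chromosome 13, 114452290 to 114458951) had the lowest ratio of -5.37 (-6.46 to -4.45), from 164 UMIs at E12.5 to 10 at E15.5. Myo5b, Myh7 and Frem2 followed with ratios of -4.74, -4.50 and -4.17. In the connective tissue class, Mfap5 (chromosome 6, 122505845 to 122529290) rose from 1.08 CPM (0.650 to 1.68) to 193 CPM (186 to 200), a ratio of 7.48 (6.83 to 8.21), and Ccn3 rose by a ratio of 7.38 (6.39 to 8.59). Ccn3 was in the list under 5 of 17 alternatives. Hmga2 (chromosome 10, 120361275 to 120476469) fell from 1287 CPM (1270 to 1303) to 77.5 CPM (73.3 to 82.0), a ratio of -4.05 (-4.14 to -3.97). Kif26b, Lhx9, Wwp2 and Sox6 were the other genes with the lowest ratios, from -4.34 to -3.55. Cck and Fgf9 in the muscle class and Ecrg4, Clec3b and Col5a3 in the connective tissue class also met the rule, but were among the 10 leading genes of a cluster of that class, and their values are not reported. With all 20 named genes left out of the variable genes, a choice made after seeing the data, 18 of the 20 stayed in the lists.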

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

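Of the tests here, those on the endothelial list ratio and on cells of equal weight were chosen only after the result was seen. So were those on doublet removal and on counting error between the sexes. The setting that joined further clusters to the connective tissue class for the limb genes was chosen then too. Hoxc10 and Hoxc11, used for the mixing of limbs, were also chosen after values had been seen.

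The summed proliferation list moved in opposite directions in the 2 classes. Its log2 ratio was 0.064 in the muscle class and -0.76 in the connective tissue class. The difference itself was not tested, as there was 1 library per age. The muscle direction depended on the measure, and the ratio was -0.25 in male cells. The share of muscle cells with a Top2a or Mki67 UMI fell after thinning, from 61.8% (57.6 to 65.9) to 53.5% (48.4 to 58.5). Without thinning it rose from 69.7% to 75.9%, with deeper cells at E15.5. A change shared by the whole library is argued against as the whole cause of the connective tissue fall. The endothelial list ratio of -0.25 (-0.32 to -0.18) lies apart from the connective interval (-0.78 to -0.74), though the list fell there too. Naming of clusters does not account for the whole fall, since over connective tissue, tenocyte, chondrocyte and unnamed clusters together the ratio was -0.53 (-0.55 to -0.52). This interval lies outside that of the connective class (-0.78 to -0.74), so naming may account for part of the fall. A few deep cycling cells that dominate the sums were examined with every connective cell thinned to 2000 UMIs, so that each weighed the same. The ratio was -1.32 (-1.36 to -1.28). Thinning left out 2792 of 7198 connective cells at E12.5 and 9 of 1623 at E15.5. The thinned sets were selected unequally by depth, so this ratio cannot decide the question. Without thinning, the share of connective cells with a Top2a or Mki67 UMI fell from 53.1% (51.9 to 54.2) to 38.2% (35.8 to 40.6). For these 2 genes the fall was thus not confined to a few cells. For the rest of the list, a few deep cells stay a possible cause. With no doublets removed the connective list ratio was -0.70. The list ratio was 0.88 (0.84 to 0.92) in chondrocyte-like cells, a class whose extent changed with the clustering. At E15.5, 95 of the 183 cells of this class lay in a cluster with Top2a and Nusap1 among its leading genes. In Pax7-positive, Myog-negative muscle cells the list ratio was 0.055 (-0.017 to 0.13). Untested explanations stay open: a difference in age, which the design names, another set of dissected connective tissues, another yield of cells, and free RNA of these genes, for which no background class was at hand. A lower rate of division in limb connective tissue at E15.5 may explain the fall, as a hypothesis found and examined on the same data.

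Male and female cells moved in opposite directions between the ages, with intervals on either side of 0, for the muscle proliferation list and for limb identity. Whether the changes with age differ between the sexes was not tested. The muscle proliferation list ratio was -0.25 in male and 0.12 in female cells. The difference between the ages in the log2 ratio of Tbx5 to Tbx4 was -2.25 in male and 0.60 in female cells. At E12.5 the ratio was higher in male than in female connective cells by 1.97, and the lower end of the interval was 1.58, so counting error alone is excluded. Naming of clusters does not account for it, since over the connective tissue, tenocyte, chondrocyte and unnamed clusters together the difference was 1.88 (1.55 to 2.22). If male and female embryos gave unequal amounts of forelimb and hindlimb, other hindlimb genes would differ too. Hoxc10 and Hoxc11, chosen after values had been seen, together had a male over female log2 ratio of -0.33 (-0.54 to -0.12) at E12.5. Pitx1 had one of -0.999 (-1.14 to -0.86). At E15.5, where Tbx5 to Tbx4 was lower in male cells by a difference of -0.89 (-1.60 to -0.18), Hoxc10 and Hoxc11 were at 0.25 (0.0013 to 0.50) and Pitx1 at 0.34 (0.18 to 0.49). The unequal mixing of limbs is thus a candidate explanation, with few embryos per library as the condition it needs, and the number of embryos is not stated. Whether the sexes differ in muscle proliferation apart from limb and embryo was not examined, and no biological explanation was tested.

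Barcodes under 500 genes, which entered only the alternative with all deposited cells, held signal of their own. Haemoglobin genes took 13.7% of their UMIs at E12.5 and 52.2% at E15.5, against 0.261% and 0.264% in the kept cells. At E15.5, 237 of the 1376 such barcodes (17.2%) were over 50% haemoglobin, and 44 of 604 (7.28%) were so at E12.5. The gene minimum removed these barcodes, so that the erythroid-like shares of the kept cells are not shares of the tissue. Gm42418, a gene that overlaps ribosomal RNA sequence, took 11.1% and 12.7% of UMIs in these barcodes against 3.33% and 2.58% in the kept cells. No explanation was tested for either.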

How the results depend on the processing

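The settings with named genes left out of clustering and with clusters joined for the limb genes were chosen after seeing the data, and the others before. The cause of the changes listed here was not tested, except where the setting itself shows it.

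The muscle share difference stayed positive under all 11 alternatives, and 4 moved it: 2.69 points with all deposited cells, 7.16 at resolution 2.0, 1.45 in male and 6.39 in female cells. The connective tissue share difference was 11.8 points with both libraries clustered together, against its main direction. It was -30.4 points with all deposited cells, -36.0 with at least 1000 genes, -26.6 at resolution 0.5, -30.0 at resolution 2.0, -39.0 with 4000 variable genes, -26.4 with the panel genes kept, -12.8 in male and -26.1 in female cells.

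The muscle proliferation ratio reversed to -0.25 in male cells. It was 0.12 in female cells, 0.24 without mitochondrial, ribosomal protein and haemoglobin genes and 0.41 with the median of ratios. Under the other 9 alternatives it stayed within its interval. The connective ratio stayed negative under all 13 alternatives. It was -0.55 with all deposited cells, -0.38 with at least 1000 genes, -0.70 with no doublets removed, -0.80 with the automatic doublet threshold, -0.41 at resolution 0.5, -0.65 at resolution 2.0, -0.90 with both libraries together, -0.50 with 4000 variable genes, -0.73 with the panel genes kept, -0.74 in male and -0.84 in female cells, -0.63 without mitochondrial, ribosomal protein and haemoglobin genes and -0.46 with the median of ratios. Its narrow counting interval makes all of these count as changes.

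The Nfix ratio stayed positive, at 1.25 with no doublets removed, 1.26 with the automatic doublet threshold and 1.32 in male cells, and within its interval under the other 10 alternatives. The difference in Pax7-positive cells reversed to 29.9 points without thinning, which the deeper cells at E15.5 produce by construction, and was -11.2 points in male cells.

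The difference in cells with fibroblast gene UMIs was -18.5 points with no doublets removed, -18.3 with the automatic doublet threshold, -6.49 when thinned to 1000 UMIs and -27.2 when thinned to 4000 UMIs. The limb identity difference reversed to 0.69 with at least 1000 genes, 0.041 with no doublets removed, 0.16 at resolution 2.0, 0.89 with 4000 variable genes and 0.60 in female cells, and was -2.25 in male cells and -0.71 over connective tissue, tenocyte, chondrocyte and unnamed clusters together. Its main interval includes 0, so its sign is not read. Of the 20 named genes, 7 were in the lists in male cells, where counts are fewer, and 10 with a pseudocount of 10 CPM, which lowers the ratios of low genes. Between 14 and 20 were in the lists under the other 15 alternatives.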

Other observations

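Of the tests in this part, the one on counting error in the muscle share of male and female cells and the interval used for doublets in muscle cells were chosen only after the result was seen.

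Fibroblast gene UMIs in muscle cells at E12.5 had been predicted to lie at the level of other classes if they came from free RNA. Endothelial and immune cells together were positive in 14.6% (9.26 to 21.4) after thinning, as against 16.3% in the muscle class, so free RNA may account for the share. The immune class had lost 38 of 65 cells as doublets, and the endothelial cells alone were positive in 11.9% (6.64 to 19.1). At E15.5 the pooled endothelial and immune share was 3.68% (1.49 to 7.44). Doublets were the other explanation. Of the positive muscle cells 10.1% (4.73 to 18.3) held UMIs of both Xist and a Y-linked gene, and of the negative ones 3.93% (2.35 to 6.14). The difference was 6.18 points (0.994 to 14.3), at median depths of 4028 and 3799.5 UMIs, so doublets may account for part of these 89 cells beside free RNA. The difference between ages grew with doublets left in, to -18.5 points. Whether some muscle cells express these genes biologically was not tested further.

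The higher Nfix level in the muscle class at E15.5 was set against another mix of progenitors and differentiating cells. In muscle cells with a Pax7 and no Myog UMI after thinning, 106 cells at E12.5 and 69 at E15.5, the log2 ratio was 1.62 (0.87 to 2.47), which argues against the mix as its whole cause. A change shared by all classes was examined in endothelial cells, with a ratio of 0.55 (-0.57 to 1.86) from 8 and 39 UMIs. The counts are too few to decide, and the connective tissue ratio of 1.21 shows that the rise is not confined to muscle. A biological difference between the ages stays open.

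For the larger muscle share at E15.5, the filters on genes and mitochondrial UMIs are argued against as the whole cause, since over all deposited cells the difference was 2.69 points (1.88 to 3.53). This is below the interval of the main difference (3.75 to 5.82), so the filters go with part of it. A difference in 1 sex only, from unequal pooling of embryos, remains possible: male cells gave 1.45 points (-0.950 to 4.13) and female cells 6.39. Another yield of cell classes from dissociation or capture cannot be told apart from age with 1 library per age.

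Barcodes removed for mitochondrial UMIs at E15.5 had been predicted to hold more muscle transcripts if differentiated muscle cells were lost there. Myog, Myh3, Acta1, Ckm and Myh8 stood at 282 CPM of non-mitochondrial UMIs (242 to 327) in the 298 removed barcodes with at least 500 genes, and 211 (206 to 215) in the kept cells. At E12.5 the values were 160 (80.0 to 287) and 176 (171 to 181). Some differentiated muscle cells at E15.5 may thus have been lost to this filter.

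At E12.5 the muscle class made up 8.05% (6.81 to 9.43) of male and 4.60% (4.07 to 5.17) of female cells. The lower end of the male interval, 6.81%, lies above the female interval, so counting error alone is excluded. At E15.5 the shares were 9.50% (7.42 to 11.9) and 11.0% (9.82 to 12.3). Sex, limb and embryo are not separable here, and no biological explanation was tested.

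Male cells made up 15.7% and female cells 52.6% of the kept cells at E12.5, and 17.7% and 66.7% at E15.5. Cells with both Xist and Y-linked UMIs were predicted to be more frequent among cells removed for their doublet score, if they were doublets of a male and a female cell. They made up 19.1% (16.9 to 21.3) of the removed cells at E12.5 and 3.36% (3.03 to 3.72) of the kept ones, and 15.3% (10.5 to 21.2) and 3.14% (2.62 to 3.74) at E15.5. The removed cells were also deeper, at 4583.5 UMIs in the median at E12.5 against 2321, which raises the chance of seeing both. Xist and the Y-linked genes were not left out of the doublet score, so the comparison may not be independent of it. Doublets of the 2 sexes may therefore explain part of these cells. No biological explanation was tested.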
